A study of Homo sapiens with 1 sample. Its data were reported in "An ancient enhancer rapidly evolving in the human lineage promotes neural development and cognitive flexibility" (2025).

How the data were processed

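Single-cell RNA-seq data from 1 library were processed. The cells came from H9, an established line of human embryonic stem cells, carried the human form of HAR123 (hHAR123, genotype WT), and had been differentiated towards neural progenitor cells (NPCs). HAR123 is a human accelerated region that lies within the gene SMG6. According to the study's methods, independent clones were mixed before loading, and the cells were taken ahead of the rosette selection step. The labels state a capture target of 20000 cells, with 10000 cells per loading well. The libraries of the other genotypes were not analysed here. With 1 library there were no replicates, so no test was run and no p-value is given.

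The authors deposited raw counts, that is, the number of unique molecular identifiers (UMIs) per gene and cell barcode, with no normalization. These counts had been made with Cell Ranger at default settings from reads mapped to GRCh38, and barcodes not called as cells had been removed by that software. The version of its gene annotation and the strand used for counting are not stated in the sources used. The values were checked to be whole numbers with totals that differ between barcodes. All barcodes carried 1 suffix, so the loading wells could not be told apart.

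The quality filter followed the study's methods. A barcode was kept with at least 2000 and at most 10000 detected genes and with a mitochondrial share of its UMIs below 0.1, read as a fraction. Counts of kept cells were scaled to 10000 per cell and log-transformed after adding 1. The 2000 most variable genes (scanpy 1.11.5, Seurat flavour, among genes found in at least 10 cells) were standardized and reduced to 30 principal components. An exact graph of 20 nearest neighbours was turned into a graph weighted by shared neighbours. It was clustered with the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) at resolution 0.5 with a fixed seed. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0 and matplotlib 3.10.9.

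The marker lists for cell classes and the settings above were chosen before the data were examined. So was the list of named genes, apart from the genes picked with HIC1. The alternatives were too, apart from the removal of the highest Scrublet scores. The thresholds for naming were set after the clusters were seen. A cluster took the name of a class when at least 3 of its markers reached 20 CPM (counts per 1000000 counts) and were at least 3-fold above the other cells. A cluster without such a class was called forebrain NPC-like when at least 3 forebrain and at least 3 neural progenitor markers reached 50 CPM. This class was then divided into a part with high and a part with low mitotic markers, at a median ratio of 1 between the cluster and all kept cells over the cycling list. A first version of the names called the low part non-cycling. It was changed because genes of DNA replication led 1 of its clusters. The marker lists for contractile cells, NPC-3 cells, crest cells and differentiating progenitors hold genes that the study had picked on this and its other libraries.

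Doublets were scored with Scrublet as implemented in scanpy, with an expected rate of 8%. Its automatic threshold of 0.774 marked 1 of the 14726 barcodes, so the caller had not worked and no doublets were removed. In an alternative chosen after seeing the data, the 1178 barcodes with the highest scores (8%) were removed. Cells were compared across depths after each was thinned at random, without replacement, to 5000 UMIs. This left out 28 of the 13925 kept cells, of which 18 were forebrain NPC-like, 9 contractile NPC-like and 1 differentiating-progenitor-like.

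Levels are the summed UMIs of a gene in a class divided by all UMIs of the class, in CPM. They carry an exact 95% Poisson interval. Ratios of levels carry the exact conditional interval. Shares of cells carry an exact 95% binomial interval (Clopper-Pearson). All intervals cover counting error only, and cells are not replicates. Overlap of intervals is not a test of the difference between values. A count of 0 was given the limit that 3 counts of the total allow. Such a limit bounds the cells with a UMI, not the cells that express the gene. Cell cycle phases were called per cell with the scanpy scores from the lists of 43 S genes and 54 G2/M genes shipped with Seurat, with 43 control genes per list. Gene spans came from GENCODE version 44 on GRCh38. Spans were found for 98.7% of the listed gene IDs, which held 99.9% of the UMIs.

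To find genes that go with HIC1, the thinned cells of the largest class were divided at random into 2 sets. The 5 genes with the highest ratio of pooled CPM in cells with a HIC1 UMI over cells without one were picked in the first set, among genes with at least 200 UMIs there. They were read in the second set. The largest class was first taken as the low mitotic part and then as the whole forebrain NPC-like class, after the names had been redrawn.

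The named genes were a fixed list, given whatever their values except for genes that were not used here: HIC1, SMG6 and 10 neighbours on chromosome 17, genes that the study's text names as subset markers or as regulated, markers of neural, pluripotent and germ layer identity, regional genes, XIST and XACT, 3 genes of a segment of chromosome 20 that pluripotent lines often gain, 3 nonsense-mediated decay genes, and the 5 genes picked with HIC1. Any other gene was named after its values were seen, as a cluster's leading gene, as a marker from the lists or as part of a test.

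The steps were tested on simulated data. All of 4000 cells drawn from the observed cluster profiles were given their true class (100%), which is a favourable case, because simulated cells vary only by counting error around those profiles. With 200 genes raised 4-fold in 26 HIC1-positive cells, 5 of the 5 picked genes were raised ones, and 2 of them had an interval above 1 in the second set. With 600 positive cells all 5 did. These runs were favourable too, because every cell with raised genes and no other cell was given a HIC1 UMI. They also used fewer cells than the class holds. Poisson intervals held the true mean in 95.6% of 2000 draws.

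Alternatives changed 1 choice at a time: the limits of the filter, the removal of doublets, the resolution, the number of variable genes and of principal components, cell cycle genes left out, the seed, thinning, the number of markers needed, the UMIs needed for detection, the denominator and the averaging of levels, and the number of control genes. A share or level was read as moved when it left the 95% interval of the reported value.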

Results

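The data were the UMI counts of 1 single-cell library of hHAR123 cells, which are H9 embryonic stem cells with the human HAR123 sequence, after differentiation towards NPCs. There is 1 group with 1 library and no replicate, so all comparisons are between cells of the same library, and their intervals cover counting error only. The count table listed 33538 genes, of which 29635 had at least 1 UMI, and 14726 barcodes. It held 327640709 UMIs. The median barcode had 17494 UMIs (quartiles 13170 and 25324.2) and 5508.5 detected genes. The median mitochondrial share was 5.18%.

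The quality filter kept 13925 of the 14726 barcodes (94.6%, 94.2 to 94.9%). The limits took out 520 barcodes with fewer than 2000 genes, 94 with more than 10000 genes and 430 with a mitochondrial share of 10% or more, and 243 barcodes failed more than 1 limit. The 94 barcodes above the upper gene limit had a median of 103907 UMIs. Kept cells had a median of 17900 UMIs, 5579 genes and a mitochondrial share of 5.16%, and together they held 314660383 UMIs (96.0% of all). The reading of the mitochondrial limit moved the number of kept cells most. Read as a percentage (0.001 as a fraction), it left 76 cells (0.516%).

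The study asked which NPC populations arise from hHAR123 cells. Clustering gave 10 clusters, numbered by size. The class names rest on marker lists that the study had partly picked on this library. They were rebuilt here and need not match the study's clusters cell for cell. The forebrain NPC-like class held 7 clusters with 12025 cells (86.4%, 85.8 to 86.9%). Its part with high mitotic markers held clusters 1, 5 and 6 with 5625 cells (40.4%, 39.6 to 41.2%), and its part with low mitotic markers held clusters 2, 3, 7 and 8 with 6400 cells (46.0%, 45.1 to 46.8%). The contractile NPC-like class held clusters 4 and 9 with 1794 cells (12.9%, 12.3 to 13.5%). Its name rests on contractile markers alone, and no neural progenitor marker was required for it. The differentiating-progenitor-like class was cluster 10 with 106 cells (0.761%, 0.624 to 0.920%).

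The clusters were defined by the following leading genes. Histone genes such as HIST1H1B and HIST1H3B led cluster 1, APOLD1, PIF1 and ASPM led cluster 5, and AL139246.5, AL118516.1 and PTTG1 led cluster 6. LINC01748, PNRC1 and AC112487.1 led cluster 2, FAM111B, WDR76 and DTL led cluster 3, and C1orf61, EPHA3 and VEPH1 led cluster 7. NPPB, COL8A1 and SPP1 led cluster 4, S100A10, S100A11 and RYR2 led cluster 9, and SGCZ, STMN2 and KCNIP4 led cluster 10. Cluster 8 was led by LINC02334 and SELENOP, and its 10 leading genes included PINCR and PTCHD4, which are induced by p53, a stress response factor. The mitotic ratio that divides the forebrain NPC-like class lay near its limit of 1 in clusters 1 (1.18) and 6 (1.09), and it was 2.79 in cluster 5 and at most 0.206 in the 4 clusters of the low part.

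**Figure D1:**
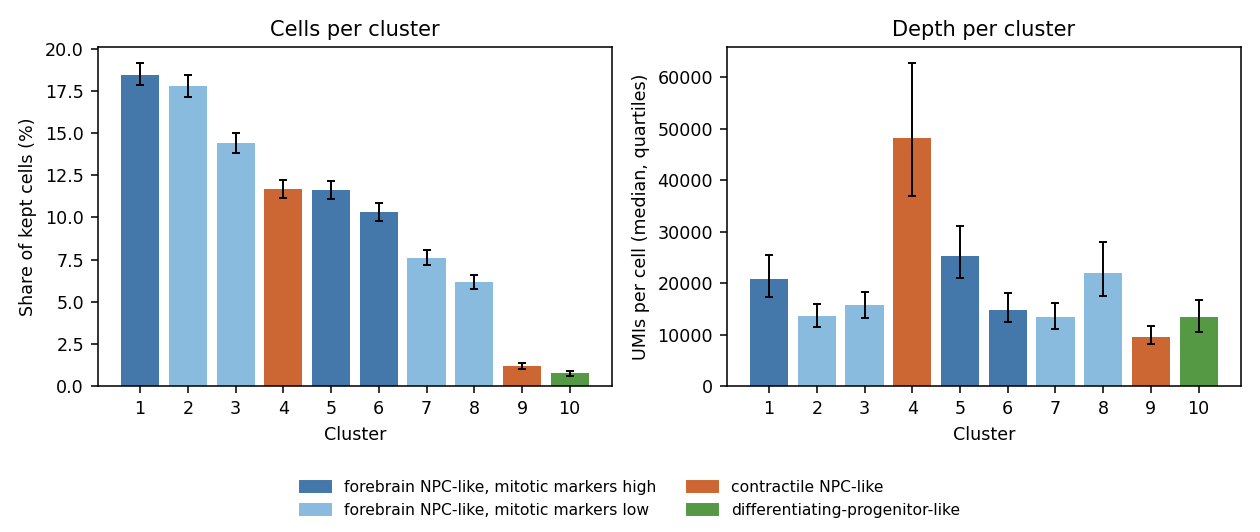
Share of kept cells (%) with 95% exact binomial intervals (left) and UMIs per cell as median with quartiles (right) for the 10 clusters, coloured by class. Cluster 4 had the highest median depth (48150.5 UMIs) and cluster 9 the lowest (9605 UMIs).

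**Figure D2:**
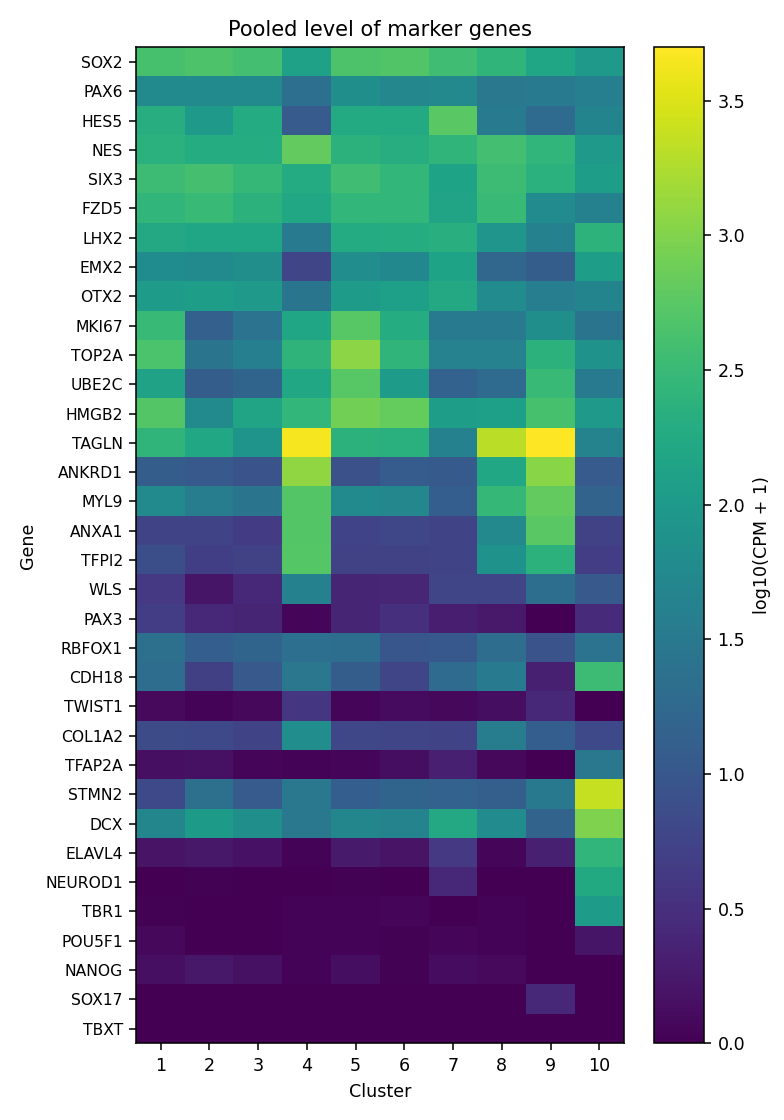
Pooled level of marker genes per cluster as log10 of CPM plus 1, with genes in lines and the 10 clusters in columns. SOX2 was present in all clusters, and STMN2 was highest in cluster 10.

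Thinning every cell to 5000 UMIs before clustering moved the contractile and forebrain NPC-like shares most, to 20.6% and 78.6%. Resolution 1.0 moved the part with high mitotic markers (34.8%) and the differentiating-progenitor-like share (1.15%) most. Across the 11 alternative clusterings the contractile share lay between 9.70 and 20.6% and the forebrain NPC-like share between 78.6 and 88.3%. Cluster 8 (858 cells, 6.16%) supplied 713 of the 1097 forebrain NPC-like cells that became contractile with thinning, and 708 of 788 at resolution 0.2. In the other direction, 308 cells of cluster 4 became forebrain NPC-like at resolution 1.0. None of cluster 8's contractile markers reached the 3-fold limit against all other cells, yet its TAGLN level was 2093.7 CPM, against 362 CPM over the forebrain NPC-like class and 4447.5 CPM over the contractile class. Depth differed between the classes. The median was 16888 UMIs in forebrain NPC-like, 45950 in contractile and 13414 in differentiating-progenitor-like cells.

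**Figure D3:**
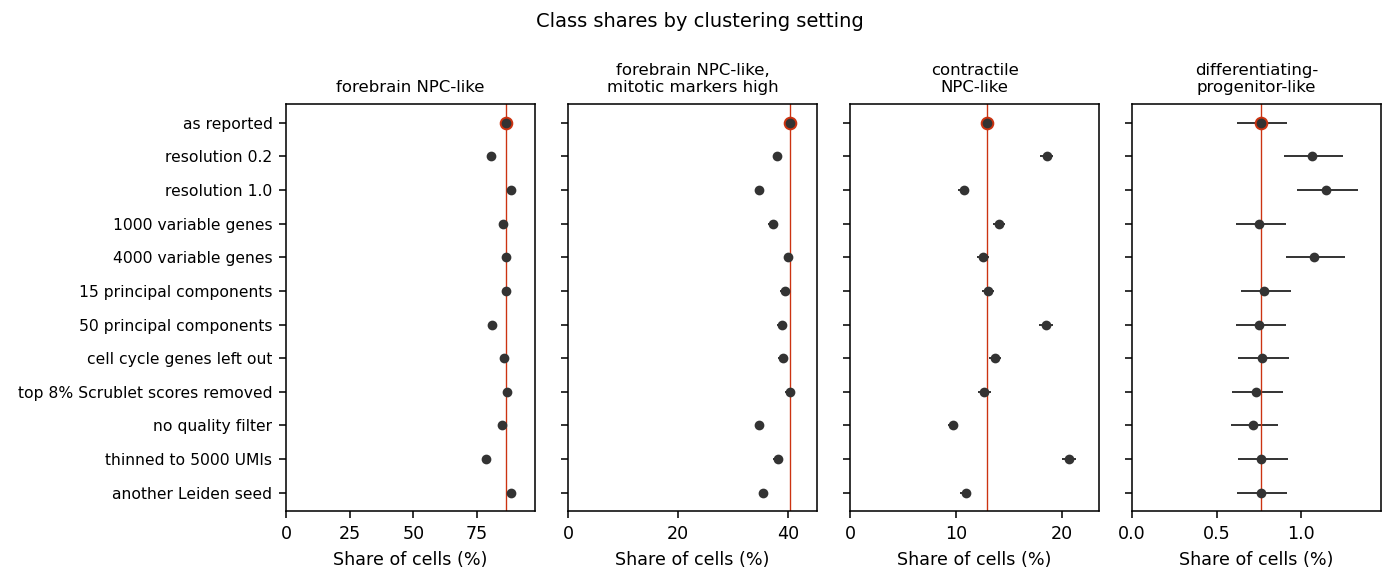
Share of cells (%) in the forebrain NPC-like class, its part with high mitotic markers, the contractile class and the differentiating-progenitor-like class, as reported (red) and under 11 alternative clusterings (black). Bars are 95% exact binomial intervals, and the contractile share ranged from 9.70 to 20.6%.

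No cluster met the naming thresholds for NPC-3-like, crest-like, pluripotent-like, endoderm-like, mesoderm-like or epithelial-like cells. The smallest cluster had 106 cells, and cells of such a class that were too few to form a cluster or lay scattered over other clusters would be missed by this reading. The study asked whether NPC-3 cells and cells it calls neuroectoderm were present, so cells were also counted by markers. At least 3 of WLS, CDH18, PAX3 and RBFOX1, which mark NPC-3, were found in 159 cells (1.14%, 0.972 to 1.33%). With 2 markers needed the share was 6.58%, the largest move in points, and thinning to 5000 UMIs left 8 cells (0.0576%, 0.0249 to 0.113%). Shuffling each marker among cells of the same cluster and depth gave 86.9 such cells (0.624%) on average. The share was 5.18% (4.204 to 6.31%) of contractile and 0.524% (0.403 to 0.670%) of forebrain NPC-like cells, and the 159 cells had a median of 47944 UMIs. After thinning it was 0.168% (0.0347 to 0.490%) and 0.0333% (0.00908 to 0.0853%), with overlapping intervals. Of these cells 125 lacked PAX3, and 2 had all 4 genes.

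The neuroectoderm markers here are neural crest and mesenchyme genes, named after the cells that the study calls neuroectoderm. They are the same list that was used for the crest-like class. At least 3 of these 8 markers (TWIST1, LUM, DCN, TFAP2A, TFAP2B, COL1A2, PRRX1, PDGFRA) were found in 106 cells (0.761%, 0.624 to 0.920%), 3 cells after thinning (0.0216%), against 95.2 cells (0.684%) after shuffling. The share was 4.79% (3.85 to 5.89%) of contractile and 0.166% (0.102 to 0.257%) of forebrain NPC-like cells, and after thinning 0.112% (0.0136 to 0.404%) and 0.00833% (0.000211 to 0.0464%), with overlapping intervals. Contractile cells held 26.8% of all UMIs. Of the neuroectoderm markers they held 84.1% of the TWIST1, 74.4% of the COL1A2, 66.0% of the LUM, 29.7% of the PRRX1, 26.3% of the TFAP2B (5 of 19), 25.8% of the PDGFRA and 5.93% of the TFAP2A UMIs, while all 14 DCN UMIs were in forebrain NPC-like cells. Of the 135 TFAP2A UMIs, 48 (35.6%, 27.5 to 44.25%) were in differentiating-progenitor-like cells. Of the NPC-3 markers, contractile cells held 86.2% of the WLS UMIs but 2.32% of the PAX3 UMIs. Of the PAX3 UMIs, 97.1% were in forebrain NPC-like cells. CDH18 UMIs were 52.4% in forebrain NPC-like, 38.3% in contractile and 9.31% in differentiating-progenitor-like cells, and RBFOX1 UMIs were 67.9% in forebrain NPC-like and 31.4% in contractile cells. The differentiating-progenitor-like cells held 0.518% of all UMIs.

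SOX2 and PAX6 mark neural progenitors. SOX2 (ENSG00000181449) UMIs were found in 13573 kept cells (97.5%, 97.2 to 97.7%), and in 79.3% after thinning to 5000 UMIs. PAX6 (ENSG00000007372) UMIs were found in 7853 cells (56.4%, 55.6 to 57.2%), and in 21.5% after thinning. UMIs of both genes were found in 7747 cells (55.6%, 54.8 to 56.5%), and in 18.1% after thinning. Thinning to 2500 UMIs moved these shares most, to 58.0% for SOX2, 11.9% for PAX6 and 7.50% for both. No class here is known to lack SOX2 or PAX6. Differentiating-progenitor-like cells had a SOX2 UMI in 43.4% (28.6% after thinning) and a PAX6 UMI in 34.9% (15.2% after thinning), at a median of 13414 UMIs against 17900 over all kept cells. The thinned SOX2 share of all kept cells lay above the interval of that class (20.2 to 38.2%), and the thinned PAX6 share lay inside it (8.97 to 23.6%). Contractile cells, with a median of 45950 UMIs, had a PAX6 UMI in 10.8% after thinning (9.41 to 12.35%), below the 23.1% (22.4 to 23.9%) of forebrain NPC-like cells with a median of 16888 UMIs. The SOX2 level was 419 CPM (416 to 422) in forebrain NPC-like, 130.8 CPM (128 to 133) in contractile and 97.5 CPM (83.0 to 114) in differentiating-progenitor-like cells. The PAX6 level was 55.4, 21.9 and 38.6 CPM in these classes. The PAX6 ratio of contractile to forebrain NPC-like cells was 0.396 by CPM but 0.978 by UMIs per cell, so its size depended on the scaling.

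Over all kept cells other subset and neural markers of the fixed list had levels of 290.5 CPM for SIX3, 241.7 CPM for FZD5, 343 CPM for NES, 86.7 CPM for ID2, 62.3 CPM for DCX, 4.45 CPM for TUBB3, 2.42 CPM for RBFOX3 and 0.0604 CPM for GFAP (19 cells). The NPC-3 markers had 19.3 CPM for CDH18, 18.0 CPM for RBFOX1, 12.5 CPM for WLS and 1.51 CPM for PAX3. The ratio of contractile to forebrain NPC-like levels was 0.573 for SIX3 and 0.589 for FZD5 by CPM, but 1.42 and 1.46 by UMIs per cell, so the direction depended on the scaling. For SOX2 the ratio was 0.312 by CPM and 0.771 by UMIs per cell, and for WLS it was 17.4 and 42.95.

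Regional genes of the fixed list had levels over all kept cells of 130.8 CPM for LHX2, 86.2 CPM for OTX2, 47.6 CPM for EMX2, 3.79 CPM for SIX6, 3.43 CPM for RAX and 1.08 CPM for NKX2-1. The midbrain and hindbrain genes were at 0.350 CPM for GBX2, 0.238 CPM for EN1, 0.0540 CPM for HOXB2, 0.0223 CPM for EN2, 0.00318 CPM for HOXB4 (1 UMI) and 0 for HOXA2, which allows a level of up to 0.00953 CPM. The 11 cells with a HOXB2 UMI were all contractile NPC-like. Among pluripotency and germ layer genes, POU5F1 UMIs were found in 30 cells (0.215%), NANOG UMIs in 100 cells (0.718%), SOX17 UMIs in 2 cells and a TBXT UMI in 1 cell. The POU5F1 share was 0.183% (0.115 to 0.277%) of forebrain NPC-like and 0.390% (0.157 to 0.802%) of contractile cells at median depths of 16888 and 45950 UMIs. These intervals overlap, and no background share was measured. The NANOG share was 0.773% (0.625 to 0.947%) of forebrain NPC-like and 0.390% (0.157 to 0.802%) of contractile cells, and the ratio of contractile to forebrain NPC-like NANOG levels was 0.204 (0.0799 to 0.4375) by CPM.

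The study found contacts of the HAR123 enhancer in HIC1 and SMG6. It named HIC1 and internal transcripts of the SMG6 locus as targets, in neuroectoderm and not in stem cells. It reported no significant reduction of full-length SMG6 mRNA without HAR123 in either. The internal transcripts were not measured here, and the SMG6 level is that of the whole gene. HIC1 (ENSG00000177374) lies on chromosome 17 from 2054154 to 2063241 on the plus strand (GRCh38), and SMG6 (ENSG00000070366) lies from 2059839 to 2303785 on the minus strand. The genes overlap over 3403 bp, where reads can be assigned to either gene only by strand. HIC1 had 200 UMIs in kept cells, a level of 0.636 CPM (0.551 to 0.730). The alternative that moved it most was the mean of per-cell CPM, which gave 0.482 CPM. Its level was 0.376 CPM (0.301 to 0.464) in forebrain NPC-like and 1.35 CPM (1.12 to 1.62) in contractile cells, a ratio of 3.60 (2.69 to 4.81) by CPM and 8.88 by UMIs per cell. After thinning the levels were 0.433 CPM (0.283 to 0.635) and 1.12 CPM (0.537 to 2.06), with overlapping intervals. No interval of the ratio was computed after thinning, and overlap alone does not show that the levels are alike. No HIC1 UMI was found in the 106 differentiating-progenitor-like cells, which allows a level of up to 1.84 CPM. HIC1 UMIs were found in 172 cells (1.24%, 1.06 to 1.43%), and in 36 cells after thinning (0.259%). The share was 0.699% of forebrain NPC-like cells (0.217% after thinning) and 4.91% of contractile cells (0.560% after thinning), at median depths of 16888 and 45950 UMIs. The 0 of 106 differentiating-progenitor-like cells, with a median of 13414 UMIs, allow a share of up to 2.83%, so this class cannot set a background for HIC1 below the forebrain share.

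The SMG6 level was 123.7 CPM (122 to 125) over all kept cells. It was 131 CPM (129.8 to 133) in forebrain NPC-like, 104 CPM (101 to 106) in contractile and 87.7 CPM (73.9 to 103) in differentiating-progenitor-like cells. The ratio of contractile to forebrain NPC-like cells was 0.789 (0.770 to 0.808) by CPM, but 1.95 by UMIs per cell (4.87 against 2.50 UMIs), so its direction depended on the scaling. SMG6 UMIs were found in 84.3% of kept cells (45.1% after thinning), and no class is known to lack SMG6. Among the neighbours, levels over all kept cells were 12.9 CPM for SRR, 45.3 CPM for TSR1, 0.0127 CPM for OVCA2 (4 UMIs), 1.69 CPM for DPH1, 13.32 CPM for MNT, 8.36 CPM for SGSM2, 52.2 CPM for METTL16, 183 CPM for PAFAH1B1, 619 CPM for YWHAE and 68.45 CPM for CRK. TSR1 and CRK were higher in contractile than in forebrain NPC-like cells by CPM (ratios 1.27 and 1.34) as well as by UMIs per cell (3.14 and 3.32).

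**Figure D4:**
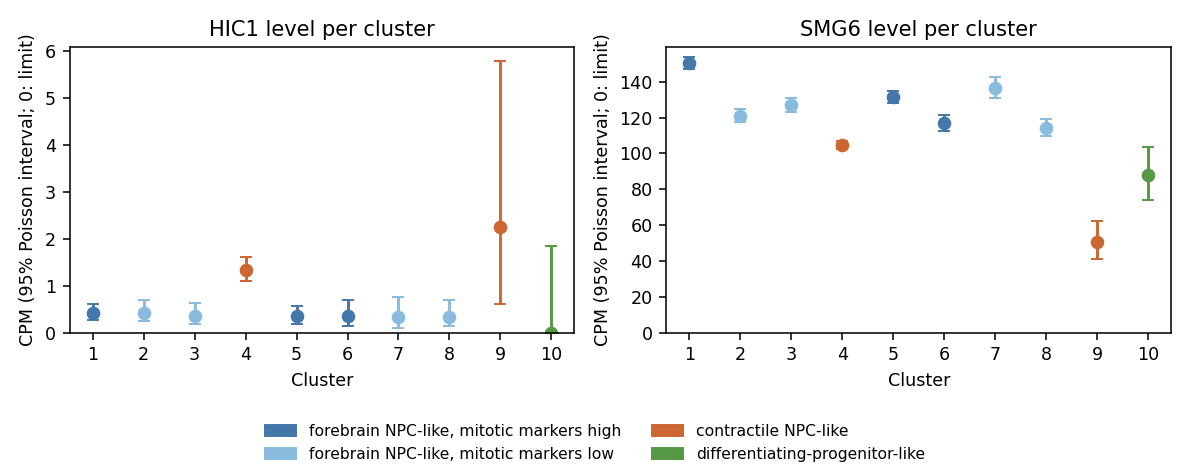
Level of HIC1 (left) and SMG6 (right) in CPM with 95% exact Poisson intervals for the 10 clusters, coloured by class. HIC1 was at 1.33 CPM in cluster 4 and at 0 in cluster 10, whose bar ends at the limit of 1.84 CPM that a count of 0 allows.

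**Figure D5:**
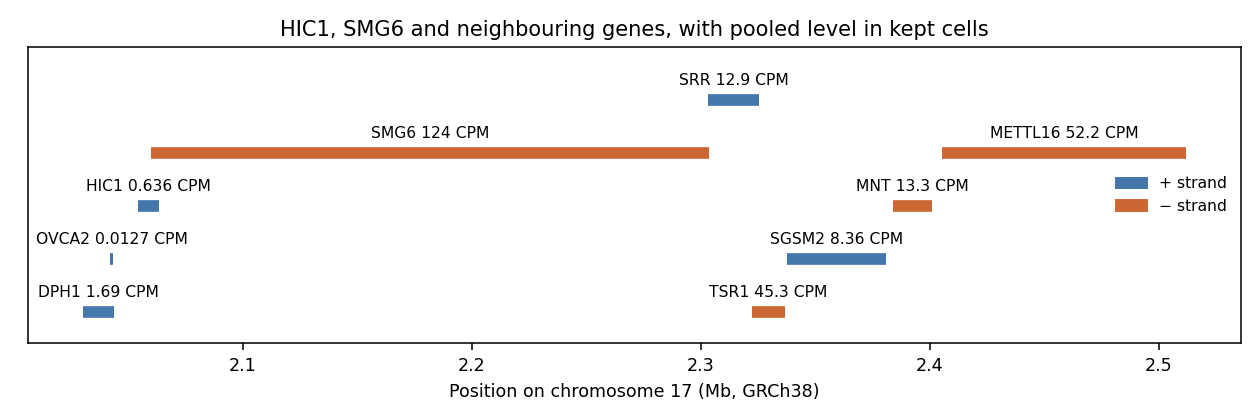
Position of HIC1, SMG6 and neighbouring genes on chromosome 17 (Mb, GRCh38), coloured by strand, with each gene's pooled level in kept cells in CPM. HIC1 (0.636 CPM) overlaps the end of SMG6 (124 CPM) on the other strand.

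Of the genes that the study's text names as regulated, levels over all kept cells were 589 CPM for BTF3, 183 CPM for IGFBP5, 85.2 CPM for IGSF1, 7.39 CPM for BMP4, 3.95 CPM for ASS1, 0.534 CPM for CLIC6, 0.264 CPM for PADI2, 0.248 CPM for KLK6 and 0.00953 CPM for FOXD3 (3 UMIs in 2 cells). BMP4 UMIs were found in 42.0% of contractile (9.69% after thinning) and 2.08% of forebrain NPC-like cells (0.683% after thinning), with median depths of 45950 and 16888 UMIs, and its level was 13.1-fold higher in contractile cells (11.75 to 14.6) by CPM. XIST was at 0.111 CPM and XACT at 424 CPM. Genes of the chromosome 20 segment were at 56.2 CPM for BCL2L1, 63.7 CPM for DNMT3B and 267 CPM for TPX2. Nonsense-mediated decay genes were at 22.5 CPM for UPF1, 153 CPM for UPF3A and 102.0 CPM for UPF3B. No other library was used, so none of these levels is a change.

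Cell cycle scores called 26.3% of kept cells G1 (25.6 to 27.0%), 39.1% S (38.3 to 39.95%) and 34.6% G2/M (33.8 to 35.4%). The largest move came with the 8% of barcodes with the highest Scrublet scores removed, an alternative chosen after seeing the data, which gave 32.3% G2/M. After thinning the shares were 26.3, 41.4 and 32.4%. The part with high mitotic markers was called G2/M in 67.4% (66.1 to 68.6%) of cells, against 0.797% (0.594 to 1.05%) of the part with low mitotic markers, which was called G1 in 48.3% and S in 50.9%. This contrast follows from how the parts were named, because the phase list and the mitotic markers share genes. Contractile cells were called G2/M in 54.1% (51.7 to 56.4%) and in 45.9% after thinning, against 31.9% (31.1 to 32.8%) and 30.55% of forebrain NPC-like cells. The mitotic markers did not all go the same way. By CPM the ratio of contractile to forebrain NPC-like levels was 0.689 for MKI67, 0.690 for TOP2A and 1.08 for UBE2C, by UMIs per cell it was 1.70, 1.71 and 2.67, and the mitotic ratio was 0.7635 in cluster 4. No higher cycling is read from the calls. The differentiating-progenitor-like cells were called G1 in 89.6% (82.2 to 94.7%). Phase calls read free RNA as well, which stays open where classes differ.

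The last comparison asked which genes go with HIC1 within the largest class. Of its 12007 thinned forebrain NPC-like cells, 26 had a HIC1 UMI, 13 in each set. The genes picked in the first set were GPA33, VASH2, ZNF571, LIPI and GLRA2. In the second set they had 2 UMIs in HIC1-positive and 1168 UMIs in HIC1-negative cells, a pooled ratio of 0.789 (0.0955 to 2.86), and 0 of the 5 genes had an interval above 1. Unthinned counts moved this most, with 84 HIC1-positive cells, other picked genes, a pooled ratio of 1.72 (1.12 to 2.52) and 1 gene with an interval above 1. Depth was not held equal in that alternative. With 26 positive cells no association was found, and the interval leaves room for a pooled ratio of up to 2.86. The HIC1-negative cells include cells that had a HIC1 UMI before thinning, when 84 cells had one. The ratio therefore compares cells by UMI and does not bound an association with HIC1 expression.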

Values the study reported

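The study stated that 65,985 cells were left after quality control, counted over all of its genotypes, and that 6 cell clusters were found, 4 of them NPC clusters. Its stated limits for a cell were 2000 to 10,000 detected features and a mitochondrial percentage below 0.1. Capture of 20,000 cells per sample was aimed for.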

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

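One group of settings, the removal of the 8% of barcodes with the highest Scrublet scores, was chosen after seeing the data, because the planned removal of Scrublet calls could not be used. Its automatic threshold marked 1 barcode (0.00679% of 14726). Of 123 values under alternatives, 70 left the 95% counting interval of the reported value and 53 stayed within it. By family, the values that moved were 5 of 5 for cells kept by the filter, 28 of 44 for class shares, 17 of 20 for shares of cells with a UMI, 4 of 8 for marker-defined cells, 12 of 30 for HIC1 and SMG6 levels, 4 of 12 for phases and 0 of 4 for the genes picked with HIC1. With 13925 cells these intervals are narrow, so a small change counts as moved. Unless a cause is named here, the cause was not tested.

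The share of kept barcodes was 94.6% as reported. It became 42.7% with a mitochondrial limit of 0.05, 0.516% with a limit of 0.001, 95.25% with a lower gene limit of 1000, 95.2% without an upper gene limit and 87.1% without the highest Scrublet scores. These moves follow from the limits themselves, since a stricter limit removes more barcodes.

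Class shares as reported were 86.4% forebrain NPC-like, 40.4% for its part with high mitotic markers, 12.9% contractile and 0.761% differentiating-progenitor-like. In this order, resolution 0.2 gave 80.4, 38.0, 18.5 and 1.06%, and resolution 1.0 gave 88.15, 34.8, 10.7 and 1.15%. With 1000 variable genes the first 3 shares were 85.2, 37.3 and 14%, and with 4000 variable genes the last was 1.08%. With 15 principal components the high mitotic part was 39.4%, and with 50 the first 3 shares were 80.8, 38.9 and 18.5%. With cell cycle genes left out they were 85.6, 39.05 and 13.7%. Without a quality filter they were 84.65, 34.8 and 9.70%, and 727 barcodes stayed unnamed, which lowers the other shares in part. With cells thinned to 5000 UMIs before clustering they were 78.6, 38.2 and 20.6%. With another Leiden seed they were 88.3, 35.5 and 10.9%. Cells of cluster 8 made up 713 of the 1097 forebrain NPC-like cells that became contractile with thinning, 708 of 788 at resolution 0.2 and 703 of 794 with 50 components. Where the contractile share fell, cells of cluster 4 became forebrain NPC-like (308 at resolution 1.0, 362 with another seed, 410 without a filter), and 158 cells of cluster 9 were unnamed without a filter. Why these cells changed class was not tested. Between 92.0 and 99.7% of cells kept their class across the 11 alternative clusterings, with 7 to 17 clusters and an adjusted Rand index of 0.562 to 0.753. The order of the class sizes, forebrain NPC-like above contractile above differentiating-progenitor-like, held in all 11.

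Shares of cells with a UMI fall with depth by construction. As reported they were 97.5% for SOX2, 56.4% for PAX6, 55.6% for both and 1.24% for HIC1. Thinned to 5000 UMIs they were 79.3, 21.5, 18.1 and 0.259%, and thinned to 2500 UMIs they were 58.0, 11.85, 7.50 and 0.0790%. With 2 or more UMIs needed they were 93.6, 26.55, 25.75 and 0.151%. Without a quality filter the first 3 were 94.6, 54.45 and 53.5%, since shallow barcodes were then included. Without the highest Scrublet scores PAX6 was 55.4% and both genes 54.6%, and the cause was not tested.

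With 2 markers needed in place of 3, the share of NPC-3 marker cells rose from 1.14 to 6.58% and that of neuroectoderm marker cells from 0.761 to 5.69%, as a looser rule must give. Thinned to 5000 UMIs they were 0.0576 and 0.0216%, since fewer UMIs leave fewer markers. Without a quality filter, and without the highest Scrublet scores, both stayed within their intervals.

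Leaving mitochondrial and ribosomal protein genes out of the total raised every level, since the denominator shrank. HIC1 became 0.784 CPM over all kept cells, 0.467 CPM in forebrain NPC-like and 1.645 CPM in contractile cells, and SMG6 became 152.6, 163 and 126 CPM. As the mean of per-cell CPM, HIC1 over all kept cells was 0.482 CPM, because contractile cells then count by number and not by their UMIs, and SMG6 was 128.6 CPM in forebrain NPC-like and 99.85 CPM in contractile cells. Thinned to 5000 UMIs, HIC1 over all kept cells was 0.518 CPM, and SMG6 was 128.7 and 95.6 CPM in these classes. The mean of per-cell CPM and thinning give each cell the same weight, while pooling weighs cells by their UMIs. What lies behind the SMG6 moves beyond this weighting was not tested. HIC1 stayed higher and SMG6 lower in contractile than in forebrain NPC-like cells in all 5 alternatives by CPM. The HIC1 intervals overlapped after thinning (0.283 to 0.635 CPM in forebrain NPC-like and 0.537 to 2.06 CPM in contractile cells). Such overlap alone does not show that the levels are alike.

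The S share of 39.1% became 41.4% thinned to 5000 UMIs and 40.7% without the highest Scrublet scores, and the G2/M share of 34.6% became 32.35% and 32.3%. The cause was not tested. The pooled ratio for the genes picked with HIC1 ranged from 0.898 to 1.72 over 4 alternatives, against 0.789 as reported, and so lay on both sides of 1. All lay within its interval of 0.0955 to 2.86, which is so wide that this says little about stability. Only with unthinned counts was the interval of the alternative itself above 1 (1.12 to 2.52). The reported interval rests on 2 UMIs of the picked genes in the HIC1-positive cells that were read. With the sets exchanged it was 0.361 to 1.85 on 7 UMIs of other genes, so which genes were picked bears on the width as well as depth.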

Other observations

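Tests chosen only after the result was seen were those of pairs in contractile cells, of free RNA for HIC1 and of nuclei for the cluster with low mitochondrial UMIs, and every use of the 8% of barcodes with the highest Scrublet scores. The design has 1 group, so no biological explanation was tested against a group for any pattern. All patterns were found and tested in the same library and stay hypotheses.

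Contractile NPC-like cells held 2.72 times the median UMIs of forebrain NPC-like cells. Pairs of a contractile and a forebrain cell in 1 droplet would carry about as much forebrain RNA as a forebrain cell. The SOX2 ratio by CPM was 0.312 (0.306 to 0.318) and that of HES5 was 0.0560 (0.0524 to 0.0599), and by UMIs per cell SOX2 was at 0.771 and HES5 at 0.139, so such pairs are argued against as the main source. Scrublet scores among the highest 8% were held by 8.53% of contractile cells (7.28 to 9.92%) and 7.75% of the other cells (7.28 to 8.24%). Pairs of 2 contractile cells were not tested and stay open, as does a larger RNA content.

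The 94 barcodes above the upper gene limit were also weighed as pairs. Of these, 46.8% (36.4 to 57.4%) were among the highest Scrublet scores, against 8.53% of contractile and 7.72% of forebrain NPC-like cells. The share that true pairs would reach was not measured. Their SOX2 level of 168 CPM (160.2 to 176.5) lay between 130.8 CPM in contractile and 419 CPM in forebrain NPC-like cells, and TAGLN (2954.8 CPM), HES5 (35.35 CPM), CTGF, TFPI2 and PTPRZ1 lay between the classes too, but ANXA1 (587 CPM) lay above both (519.5 and 8.95 CPM). Pairs and deep single contractile cells cannot be told apart here, because levels between the classes would follow from pairs of both classes while the ANXA1 level would not.

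HIC1 UMIs outside the contractile class may come from free RNA of contractile cells. If so, the ratio of levels outside to inside would be that of contractile genes. It was 27.6% (20.6 to 36.9%) for HIC1, against 1.72% for ANXA1 and 2.17% for TFPI2, so free RNA from this class is argued against as the main source. Assignment of SMG6 reads to HIC1 in the overlap of the genes was not tested, because the counts do not show read positions, and it stays open.

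Cluster 9 (168 cells) had a median mitochondrial share of 0.141% and held 150 of the 189 kept cells below 1%. Nuclei without cytoplasm would have more MALAT1 than the other contractile cluster, but the ratio was 0.645. The share of UMIs from genes longer than 100 kb was 9.94%, against 23.2% in cluster 4, as a loss of nuclear RNA would give. UMIs of ribosomal protein genes made up 22.9%, against 12.6% in cluster 4, and TAGLN was at 4992.8 CPM, against 4435.8 CPM. ANXA1 and TPM1 were near their levels in cluster 4, but CTGF (195.2 against 1003.8 CPM) and TFPI2 (234.7 against 534.4 CPM) were lower and FABP7 was higher (133.7 against 56.4 CPM). Fragments of contractile cells that hold cytoplasm but few nuclear and mitochondrial transcripts are a candidate explanation, which leaves the CTGF, TFPI2 and FABP7 levels open. A biological state was not tested.

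Cluster 6 had fewer UMIs from genes longer than 100 kb (22.8%) than cluster 5 (26.4%) and than the clusters with low mitotic markers (26.6%). Its median depth was 0.582 times that of cluster 5, which was called G2/M in 99.9% of cells. Low depth alone is argued against, because at 12000 to 16000 UMIs the share was 22.55% in cluster 6 and 26% in the clusters with low mitotic markers. Cluster 6 itself was called G2/M in 70.2% and G1 in 14.75% of cells. Among the clusters with low mitotic markers, cluster 8 also had a low share from long genes (23.97%). Clusters 2, 3 and 7 were at 26.95, 26.52 and 29.45%, so a low share alone does not single out cells leaving mitosis. The lower share and the lower depth of cluster 6 are what cells that had just left mitosis would show, and this may be the cause. PTTG1 and CCNB2 were among the leading genes of cluster 6, so the idea was partly seen before it was tested.

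XACT, a non-coding RNA of the X chromosome, was detected in some cells and not in others. In cluster 2, 63.2% of thinned cells had no XACT UMI, against 28.02% for a Poisson draw at the cluster's mean, so depth alone is argued against. The clones pooled in the library could differ in XACT. Genes were picked in 1 set of cells and read for a difference over 3-fold between XACT-high and XACT-zero cells in the other set. In cluster 2, 0 of 2 picked genes held, and in cluster 3, 0 of 14. In cluster 4, 14 of 36 did, among them WLS and COL3A1. With 2 genes picked, the result in cluster 2 says little. Clones that differ at XACT alone cannot be told apart from mixed states within a clone, because the table holds no clone labels.

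Differentiating-progenitor-like cells were compared with 3 lists of 5 neuronal genes each, written before the test. The Cajal-Retzius list was 11.8 times (10.6 to 12.99) the level of the other cells, past the limit of 10 set in advance. This rested on RELN (103-fold, 129 CPM), LHX1 (18.2-fold) and LHX5 (5.28-fold), while CALB2 was at 0.863-fold (0.235 to 2.22). TP73 had 0 UMIs, but its interval reached 7.68-fold because its level in the other cells was 0.300 CPM. TP73 therefore cannot speak for or against the identity. A Cajal-Retzius-like identity may hold for some of the 106 cells, and pooled levels cannot tell for how many. Of the list, LHX1 and CALB2 were also 22.2-fold and 41.2-fold higher in contractile than in forebrain NPC-like cells, and LHX5 was at 14.9 CPM in the other cells. The list of inhibitory neurons was at 0.127-fold (0.0153 to 0.458) and the list of cortical excitatory neurons at 1.66-fold (1.20 to 2.23), both under the limit, although SLC17A7 alone was 78.4-fold higher.

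With another Leiden seed a cluster of 119 cells (0.855%) with PINCR and PTCHD4 among its 10 leading genes appeared. Of the other 10 alternative clusterings, 6 had such clusters with 53 to 206 cells, and 1 had these genes leading a cluster of 897 cells, larger than cluster 8. As reported, 113 of its cells were in cluster 8. Of 13 other p53 targets listed before the test, 13 were higher than in the other forebrain NPC-like cells, with a median ratio of 3.65 (range 1.85 to 10.3). CDKN1A was 17.5-fold higher, MKI67 was at 0.0493-fold, and 86.6% of the cells were called G1, against 25.7%. Damaged cells with leaked RNA cannot be told apart from intact ones here. The mitochondrial share was 1.15 times that of the others, under the limit set in advance, but this and the lower median depth (14695 against 17106 UMIs) go in the direction of damage, and the filter had taken out barcodes with a high mitochondrial share. A p53 response in a small part of the cells is a candidate explanation, and its trigger, including the handling of the cells, was not tested.

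DPPA4, from the list of pluripotency genes, had UMIs in 87.5% of kept cells (45.0% after thinning), at 111 CPM, while POU5F1 was at 0.0953 CPM and NANOG at 0.318 CPM. The number of kept cells here counts 1 genotype and the number quoted from the study counts all of its genotypes, so the numbers share no denominator and no direction is given. The same holds for the numbers of clusters.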
